A study of Mus musculus with 2 samples. Its data were reported in "Dysregulation of the Pdx1/Ovol2/Zeb2 axis in dedifferentiated β-cells triggers the induction of genes associated with epithelial–mesenchymal transition in diabetes" (2021).

How the data were processed

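Islets of 1 Tg7 and 1 Wild-type group, both from 12-week-old male mice, were dissociated and measured by droplet-based single-cell RNA-seq (10x Genomics). The authors deposited UMI counts per gene and barcode, with 1 filtered matrix, barcode list and feature list per library, and these counts were used as deposited. Per the submitters' processing notes and the file headers, reads were demultiplexed with bcl2fastq 2.17.1.14 and aligned to the mouse genome build mm10 and counted with Cell Ranger 3.0.2, which runs STAR. The gene annotation version is not given in the sources used here. A tdTomato reporter was among the features. Gene symbols are those that the feature lists pair with Ensembl identifiers. No deposited cell types were used, so all classes were rebuilt and can differ from those of the study.

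Barcodes with at least 1000 UMIs and at most 20% mitochondrial UMIs were kept. In Tg7 117 of 1123 barcodes failed (65 on UMIs, 100 on mitochondrial UMIs) and in Wild-type 100 of 855 (29 and 98). The study states no such filter. Doublets were called with Scrublet in scanpy 1.11.5, in place of the study's caller, at an expected rate of 0.8% per 1000 barcodes, which is an assumed rate. It called 14 Tg7 and 6 Wild-type barcodes, which were removed, leaving 992 and 749 cells. As in the study's methods, values were then normalised with SCTransform (sctransform 0.4.2) with the mitochondrial percentage regressed out, and integrated with FindIntegrationAnchors and IntegrateData of Seurat 5.3.0 in R 4.3.3. Of 3000 anchor features, the 7 hormone genes and all genes of the lists compared below were left out, which kept 2405. Genes under comparison thus did not define the clusters. Clusters were made from 20 principal components at resolution 0.5. A cluster was named from marker lists of 14 cell types fixed before the data were examined, if its 10 leading genes by fold held more markers of that type than of any other and at least 3 of the type's markers were detected. This gave 3 β-like clusters and 1 cluster each of α-like, δ-like, γ-like, endothelial-like and macrophage-like cells. Genes compared below could enter this naming, as the leading genes of a β-like cluster included Ins1, Ins2, Ucn3 and Slc2a2.

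A cell counted as positive for insulin (Ins1 plus Ins2), Gcg, Sst or Ppy if the hormone's share of its UMIs was at least 0.1 of the median share in the same library's class for that hormone. For Tg7 and Wild-type the thresholds were 2.74% and 6.38% of UMIs for insulin, 4.30% and 4.03% for Gcg, 0.240% and 0.641% for Sst and 3.06% and 3.97% for Ppy. Shares are given with exact Clopper-Pearson intervals, and a share of 0 with the share that 3 cells would make.

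For each class and library the counts were summed and scaled to the UMIs of genes other than the 7 hormone genes, because these take a large and unequal part of all UMIs. In β-like cells the median log2 ratio of all genes was then -0.053. Scaled to all UMIs, each β-like ratio was 1.75 times as large, a shift of 0.81 on the log2 scale, and with TMM factors of edgeR 4.0.16 the median was -0.041. Ratios are Tg7 over Wild-type with the conditional exact binomial interval. A gene with 0 UMIs in 1 library is given as a bound from a floor of 3 UMIs over that library's class, and no ratio is given where both libraries are at or below the floor. Levels from cells of 1 library cannot stand for mice, so no p-value was computed. To compare shares of cells with a UMI, cells were thinned to 2000 non-hormone UMIs.

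There were 23 gene lists, fixed before the data were examined: β-cell identity, exocytosis, immature and progenitor genes, disallowed genes, short epithelial and EMT lists, TGF-β signalling, extracellular matrix, unfolded protein response, ER translocation and Golgi, oxidative phosphorylation, glycolysis and glucose response, lipid and cholesterol synthesis, interferon and antigen presentation, oxidative stress, immediate early genes, proliferation, apoptosis and p53, known miR-7 targets, calcium and glucose sensing, the genes the study names, and its epithelial and mesenchymal lists. A gene on several lists counts under each. For members with at least 20 UMIs over both libraries, the median log2 ratio is given with an interval from 1000 Poisson redraws and its percentile among 10000 random lists of the same size matched on expression in 20 bins. Named genes were taken from those the study names, the 10 highest and 10 lowest ratios in β-like cells, 5 and 5 in α-like and 3 and 3 in δ-like cells, and per list up to 4 members with the largest ratios in the direction of the median and 2 the other way. These last groups needed at least 100 UMIs and left out mitochondrial, ribosomal and unnamed genes. For each non-endocrine class its leading genes are named.

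Matches to the miR-7 seed (GTCTTCC, with GTCTTCCA and TCTTCC as alternatives) were searched in the longest annotated 3′ UTR of each gene in the reference annotation at hand, which is of an older mouse build than mm10, so genes were joined by identifier and no coordinates are given. Of the 12809 genes measured in β-like cells, 91.8% had a 3′ UTR. Random gene sets were matched in 10 bins of expression and 10 of UTR length, and 7-mers found in at least 100 genes were ranked.

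The statistics were tested on simulated counts. For genes put in at ratios of 0.25, 0.5, 2 and 4 (50 each) the median recovered ratios were 0.249, 0.505, 2.00 and 4.04. Their intervals held the true ratio for 100% of genes at 0.25 and for 92% at 0.5, 2 and 4. Of the intervals of 10182 unchanged genes, 95.3% held the true ratio. All 20 lists put in 2-fold higher and all 20 put in 2-fold lower lay in the outer 5% of random lists, and 0 of 20 unchanged lists did. A shift of -0.1 put into genes with seed matches came back as -0.10 at rank 1, and a shift of 0 gave -0.0020 at rank 3508.

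Alternatives were other barcode filters (none, and 3000 UMIs with 10% mitochondrial UMIs), no doublet removal, clusters without integration, all variable genes as features, resolution 1, other hormone thresholds, leaving out cells with several hormones, other scalings, other UMI minimums and other seed matches. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.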

Results

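Single-cell RNA-seq was performed on pancreatic islets of 12-week-old male Tg7 mice, which overexpress the microRNA miR-7a2 in β-cells, and of Wild-type littermates. Tg7 mice serve as a model of β-cell dedifferentiation, the loss of the genes that mark a mature insulin-producing cell. Each group was measured as 1 library, and the number of mice behind a library is not given in the sources used here. The Tg7 library held 1123 barcodes with 29931777 UMIs and the Wild-type library 855 barcodes with 30829078 UMIs, over the same 31054 features. After the filters, 992 Tg7 cells and 749 Wild-type cells were compared, with a median of 24246.5 and 39579 UMIs per cell. The 7 islet hormone genes took 43.1% of the UMIs of Tg7 cells and 63.3% of those of Wild-type cells. Because each group is 1 library, no test between the groups was possible and no difference has a replicate check. Every interval in brackets is a 95% interval that covers counting error only. Mature miR-7 is not among the measured features, so the transgene itself could not be read in either library.

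The first question was which islet cells the libraries hold. Insulin-producing β-like cells made up 65.5% (62.5 to 68.5) of Tg7 cells and 64.0% (60.4 to 67.4) of Wild-type cells, and glucagon-producing α-like cells 19.5% and 20.2%. The somatostatin-producing δ-like class held 8.37% of Tg7 and 9.21% of Wild-type cells, and the γ-like class, led by Ppy (pancreatic polypeptide) and Pyy, 2.22% and 1.47%. Endothelial-like cells, led by Esm1, Plvap and Kdr, were a smaller share in Tg7 at 1.92% (1.16 to 2.97) than in Wild-type at 4.14% (2.83 to 5.82), and the Tg7 share was 0.804% with no barcode filter, 0.633% with the stricter filter and 1.01% without integration. Macrophage-like cells, led by Cd74, H2-Eb1 and Lyz2, were 2.52% (1.64 to 3.70) in Tg7 and 1.07% (0.462 to 2.09) in Wild-type. The β-like class joined 3 clusters that both libraries filled, with 204, 228 and 218 Tg7 cells and 202, 161 and 116 Wild-type cells. Median depth in β-like cells was 29573.5 UMIs in Tg7 and 49062 in Wild-type, against 17424 and 16031 in α-like cells, and a barcode filter can set shares where depth differs. With clusters made without integration, 44.6% of Tg7 cells were β-like, and a cluster of 262 Tg7 cells met no name. Insulin took 20.5% of UMIs in that cluster, and Gast, Pdyn and Aldh1a3 were among its leading genes. Its cells are thus missing from the β-like class without integration. There the libraries lay in separate β-like clusters, 1 with 430 Tg7 and 7 Wild-type cells and 2 others with 8 and 4 Tg7 against 259 and 216 Wild-type cells.

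The next comparison asked how often a cell held more than 1 islet hormone, as the study describes a cluster that appeared to hold such cells. Its cluster and the endocrine cells counted here are different denominators. Cells above threshold for at least 2 of insulin, Gcg (glucagon), Sst (somatostatin) and Ppy were 228 of 948 endocrine cells in Tg7, or 24.1% (21.4 to 26.9), and 64 of 710 in Wild-type, or 9.01% (7.01 to 11.4). These shares depend on the settings: a threshold set 2 times as high gave 15.3% and 5.49%, and the stricter barcode filter gave 41.5% for Tg7. Insulin stood with Gcg in 79 Tg7 cells (8.33%, 6.65 to 10.3) and in 8 Wild-type cells (1.13%, 0.488 to 2.21). Insulin stood with Sst in 90 Tg7 cells (9.49%) and 25 Wild-type cells (3.52%), and with Ppy in 49 Tg7 cells (5.17%) and 1 Wild-type cell (0.141%). The Tg7 threshold for Sst was 0.240% of UMIs, set from a δ-like class in which 69 of 83 cells held several hormones. Tg7 cells with Sst alone held 1188 Sst UMIs per cell at a median depth of 6478.5 UMIs. This threshold was thus lenient for Sst, and a stricter one for Sst alone was not tested. Of the Tg7 cells with several hormones, 110 lay in the β-like class, 39 in the α-like, 69 in the δ-like and 10 in the γ-like class, while in Wild-type the numbers were 4, 16, 43 and 1. These are counts after called doublets were removed, and with them the shares were 23.7% and 9.50%. The median Scrublet score of cells with several hormones was 0.0209 in Tg7, against 0.0103 for cells with 1 hormone. In Wild-type these scores were 0.0096 and 0.0080. Cells with insulin and Gcg alone were deeper than those with insulin alone, at a median of 40415 against 27980 UMIs in Tg7 (56 cells) and 57681 against 49671 in Wild-type (3 cells). All cells with several hormones had a median of 35963.5 UMIs in Tg7, against 23131 for cells with 1 hormone. In Wild-type they were shallower, at 25725 against 42474. Macrophage-like and endothelial-like cells of Tg7, which should lack glucagon, held a median of 0.0193% Gcg UMIs, against a Gcg threshold of 4.30% of a cell's UMIs. With 1 threshold per hormone for both libraries, an alternative chosen after the data were seen, the shares were 22.8% and 10%.

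**Figure D1:**
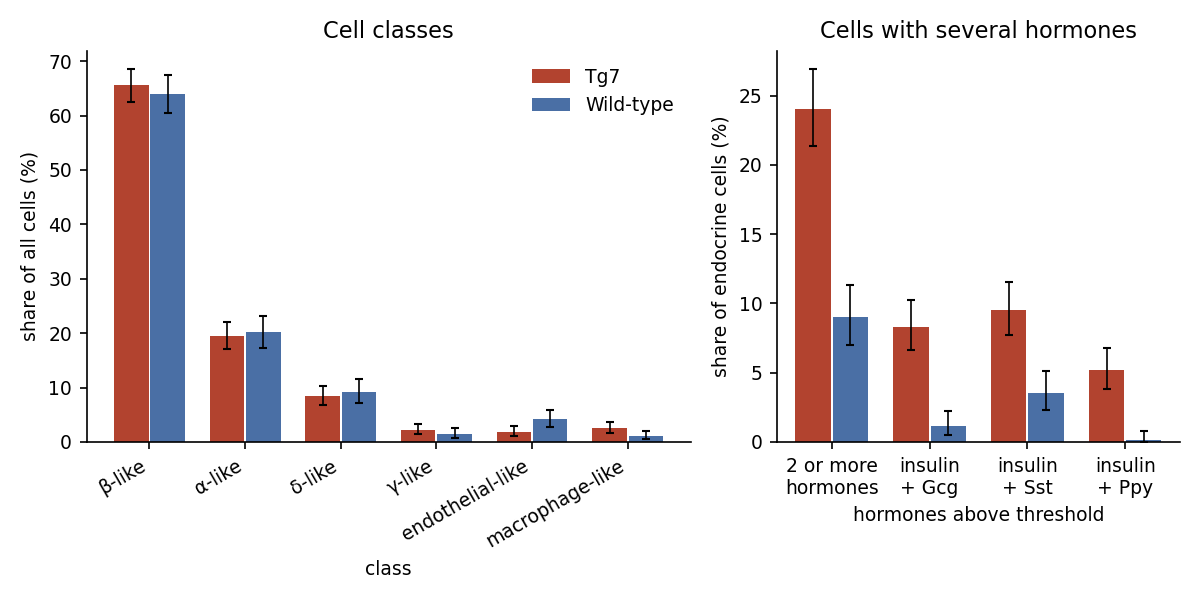
Share of cells in each class as a percent of all cells (left) and share of endocrine cells above threshold for several hormones (right), for the Tg7 and the Wild-type library, 1 library each. Bars are shares and error bars exact 95% binomial intervals for counting error only. Cells with insulin and Gcg were 8.33% of Tg7 and 1.13% of Wild-type endocrine cells.

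The insulin genes were lower in Tg7 β-like cells, and Ins1 far more so than Ins2. Ins1, the insulin gene that rodents hold beside Ins2, was 18.3-fold lower (18.2 to 18.3) and Ins2 was 2.92-fold lower (2.92 to 2.92) when scaled to the UMIs of genes other than hormones. Ins1 took 1.83% of the UMIs of Tg7 β-like cells and 19.1% of those of Wild-type β-like cells, and Ins2 took 26.3% and 43.7%. The amylin gene Iapp, which β-cells release with insulin, was higher, with a Tg7 over Wild-type ratio of 1.55. The hormone genes of other islet cells were higher in Tg7 β-like cells, with ratios of 27.2 for Ppy, 16.2 for Pyy and 9.76 for Sst. Scaled to all UMIs, the ratios were 0.0959 for Ins1 and 0.601 for Ins2, so both stayed below 1.

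β-cell identity genes were lower as a group. Of 30 measured members 27 were lower and 3 higher, with a median log2 ratio of -1.22 (-1.26 to -1.14) that lay at percentile 0 of 10000 random lists matched on expression. Mafa, a transcription factor of mature β-cells, was 24.8-fold lower (22.0 to 28.2). The maturity marker Ucn3 was 12.1-fold lower, the glucose transporter gene Slc2a2 12.2-fold lower, and the fatty acid receptor gene Ffar1 had a ratio of 0.0548. The transcription factors Pdx1, Nkx6-1 and Neurod1 had ratios of 0.414, 0.407 and 0.416. Cpe, a prohormone-processing enzyme gene, stood at 1.05. At an equal depth of 2000 non-hormone UMIs per cell, Mafa was seen in 5.29% (3.67 to 7.35) of Tg7 and 55.5% (50.9 to 60.0) of Wild-type β-like cells, with 26 and 5 shallower cells left out. Unthinned, the shares for Mafa were 23.8% and 92.5%. In macrophage-like cells, with median depths of 4672 and 7491.5 UMIs, Mafa was seen in 0 of 25 thinned Tg7 cells, which allows up to 12.0% of cells with a UMI at this depth, and in 0 of 8 Wild-type cells.

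Genes of immature or progenitor cells were higher in Tg7 β-like cells, with 12 of 17 measured members higher, 5 lower, and a median log2 ratio of 1.42 (0.69 to 1.66) at percentile 100. Without cells that hold several hormones the median was 0.40, at percentile 98.8. Dlk1 had 1095 UMIs in Tg7 and 0 in Wild-type β-like cells, which is at least 239-fold higher against a floor of 3 UMIs over the library. Gast, the gastrin gene, was 53.1-fold higher (36.7 to 80.2) and Cd81 6.32-fold higher, while Cck had 382 against 2 UMIs (ratio 125, 34.4 to 1036). The Cck UMIs lay in 14 of 650 Tg7 and 2 of 479 Wild-type cells, so this ratio rests on few cells. Neurog3, the transcription factor of endocrine progenitors, was higher at 54 against 8 UMIs (4.42-fold, 2.09 to 10.7), and Sox9, a progenitor and duct factor, had 12 against 3 UMIs (2.62, 0.706 to 14.5). Npy and Nnat, also on this list, were lower, with ratios of 0.00779 and 0.102. Of 18 genes of the disallowed list, which mature β-cells keep low, 4 were measured, and the others had fewer than 20 UMIs over both libraries. All 4 measured genes were higher (median log2 ratio 2.03, percentile 99.4), so this value speaks for these genes only. Among them were Oat (12.0-fold) and Aldh1a3 (3.89-fold, 3.37 to 4.51), a marker of dedifferentiated β-cells that is on both lists.

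The study asks whether β-cells of Tg7 mice gain genes of epithelial-mesenchymal transition (EMT), in which epithelial cells lose their contacts. A short list of 21 EMT genes, of which 9 were measured, was higher in Tg7 β-like cells. Of the 9 measured members 8 were higher, with a median log2 ratio of 0.78 (0.67 to 0.89) at percentile 99.9. Its members Serpine2, Cd44 and Cdh2 are also genes the study names, so the list is not fully independent of the study's choice. Serpine2, a secreted protease inhibitor gene, was the member with the highest ratio, at 792 UMIs in Tg7 and 6 in Wild-type (86.4-fold, 39.5 to 236). The hyaluronan receptor gene Cd44 was 2.42-fold higher (2.17 to 2.69), S100a4 1.94-fold, the integrin gene Itgb1 1.71-fold and Cdh2 (N-cadherin) 1.60-fold higher. S100a6 was the member that was lower, at 0.475. Of the EMT transcription factors, Zeb2 had 12 UMIs in Tg7 and 2 in Wild-type β-like cells (ratio 3.93, 0.874 to 36.1), so a difference was not detectable at this depth. Zeb1 stood at a ratio of 1.0 (0.885 to 1.14), Snai2 at 1.12 (0.787 to 1.61), and Vim (vimentin) had 4 and 1 UMIs.

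Epithelial genes were lower: 29 of 33 measured members of a short epithelial list were lower, with a median log2 ratio of -0.76 (-0.80 to -0.60) at percentile 0, although this median was 0.046 when scaled to all UMIs. The tight junction genes Cldn3 and Cldn4 were 5.41-fold and 5.08-fold lower, the keratin gene Krt8 had a ratio of 0.256, and Ovol2, a repressor of mesenchymal genes, was 3.50-fold lower (2.64 to 4.69; 72 against 165 UMIs). Celsr1, a cell polarity gene, had 1 against 25 UMIs (ratio 0.0262, 0.000637 to 0.160), and Pard6g a ratio of 0.396. Ratios of 0.722 for Tjp1, 0.880 for Actn4 and 0.810 for Cdh1 (E-cadherin) lie above 1 when scaled to all UMIs, as does the 0.723 of Pax6. Ehf stood at 1.01 (0.648 to 1.59), while Epcam (1.22-fold) and Pkp2 were among the 4 members that were higher. The 29 genes the study's text or plots name, which it chose in part on these libraries, are not independent evidence of a direction, and 18 of 26 measured were lower (median -1.01, percentile 0).

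**Figure D2:**
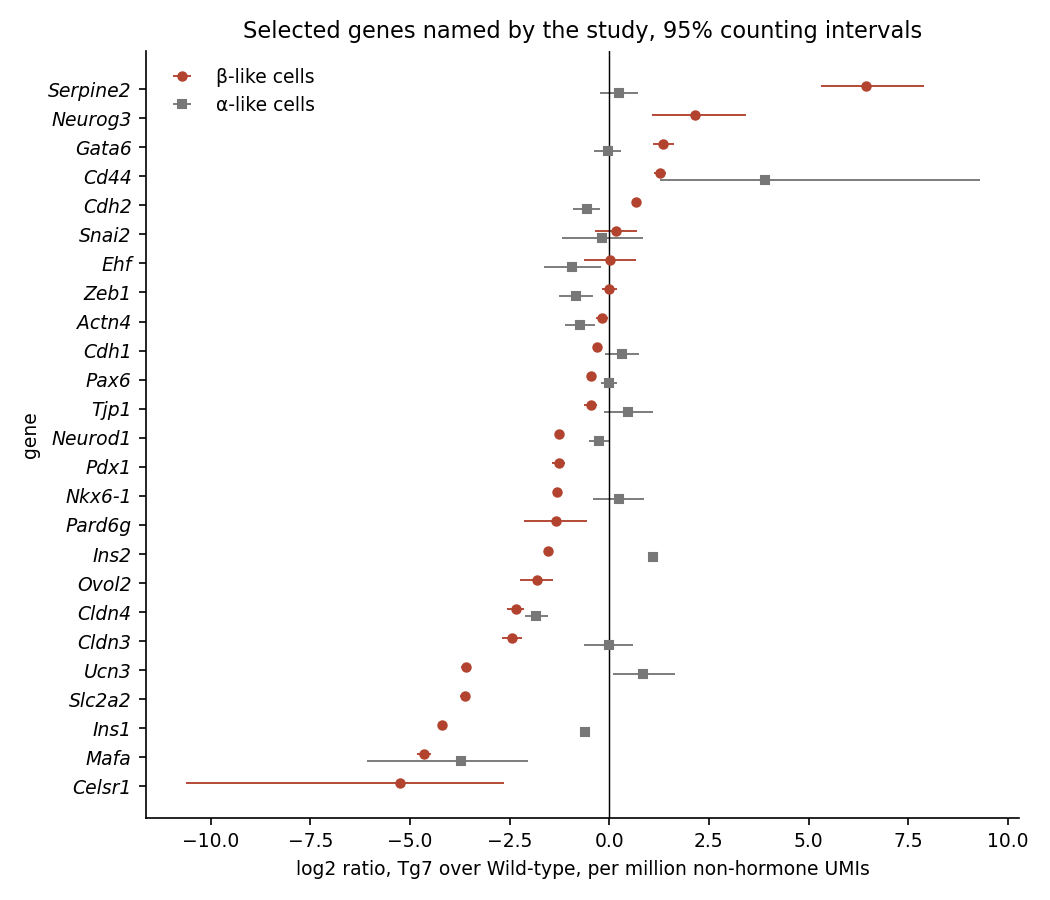
Log2 ratio of Tg7 over Wild-type for a selection of genes the study names, in β-like cells (circles) and α-like cells (squares), scaled to non-hormone UMIs, for genes with UMIs in both libraries and at least 20 in all. Lines are 95% counting intervals of 1 library per group. Serpine2 (86.4-fold) stands at the top and Mafa and Celsr1 at the bottom; β-like ratios are 1.75 times as large when scaled to all UMIs, which puts Tjp1, Pax6, Cdh1 and Actn4 above 1.

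The study's longer epithelial and mesenchymal lists, which it took from public collections, differed little from the other genes in size. The epithelial list had a median log2 ratio of -0.13 (-0.15 to -0.096) over 493 genes, with 201 higher and 292 lower, at percentile 0 (0.68 when scaled to all UMIs). The mesenchymal list had a median of 0.069 (0.030 to 0.10) over 290 genes, with 161 higher and 129 lower, at percentile 98.8. Its members with the highest ratios were Basp1 (1392 against 8 UMIs, 114-fold, 57.6 to 264), Serpine2, the integrin gene Itgb3 (41.5-fold, 11.3 to 347; 127 against 2 UMIs) and the hypoxia factor Epas1 (31.3-fold). Col6a3, a collagen gene, had 0 UMIs in Tg7 and 144 in Wild-type β-like cells, at least 73.4-fold lower, and Spock1 had a ratio of 0.0572. On the epithelial list Pparg (10 against 107 UMIs) and Adam9 had ratios of 0.0611 and 0.158, while Ptpro had 276 UMIs against 0, at least 60.2-fold higher. Basp1 is on both lists and counts under each. With clusters made without integration, the mesenchymal median was -0.016 at percentile 84.9, so its direction depends on which cells are counted as β-like. The β-like class there left out the unnamed cluster of 262 Tg7 cells, in which insulin took 20.5% of UMIs. The mesenchymal list also lay within the middle 95% of random lists with the stricter filter (percentile 97.1). The same held without cells that hold several hormones (96.8) or with a minimum of 100 UMIs (95).

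The same lists were read in α-like cells, in which the transgene is not meant to be active. There the EMT list had a median log2 ratio of 0.0033 (-0.32 to 0.32), with 3 of 6 measured members higher, and Serpine2 stood at 1.18 (0.851 to 1.65), Gata6 at 0.972 and Cdh2 at 0.678. The mesenchymal list had a median of -0.082 (-0.14 to -0.026) in α-like cells, at percentile 3.60. The study's epithelial list was lower there too (-0.079, -0.12 to -0.037, percentile 2.17), so its lower level was not confined to β-like cells. It was also lower in the δ-like class (-0.11, percentile 0). Insulin took 17.9% of Tg7 and 30.8% of Wild-type UMIs in that class, so β-cell RNA was not separated from its value. Over 206 mesenchymal genes measured in both classes, the log2 ratio in β-like cells minus that in α-like cells had a median of 0.088 (0.031 to 0.17), at percentile 97.6, with 116 genes above 0 and 90 below, though the percentile was 80.2 without cells that hold several hormones and 70.9 without integration. Cldn4 was lower in α-like cells too (0.281, 0.230 to 0.343). Mafa had 3 against 30 UMIs there (0.0756, 0.0148 to 0.243). These lay in 2 of 193 Tg7 and 4 of 151 Wild-type cells, so the Mafa ratio rests on few cells.

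Genes of TGF-β signalling, a pathway that can drive EMT, had a median log2 ratio of 0.29 (0.12 to 0.46) in β-like cells, at percentile 98.5, with 15 of 23 measured members higher. It did not stand apart from random lists without integration (0.059, percentile 79.1) or without cells that hold several hormones (0.11, percentile 86.2). Id3, a target of the pathway, was 12.4-fold higher (7.11 to 23.6), and the pathway's decoy receptor gene Bambi 2.28-fold higher, as were Id2 (1.91-fold) and Ltbp3 (1.77-fold). Smurf2 and Smad2 were lower, at 0.650 and 0.651, but both turn higher when scaled to all UMIs. Of 16 measured extracellular matrix genes 10 were higher, with a median of 1.30 (0.85 to 1.58) at percentile 99.9, but without cells that hold several hormones the median was 0.30 at percentile 86.0. The laminin gene Lama5 (169 against 4 UMIs, 27.6-fold, 10.6 to 103) and the protease inhibitor gene Timp2 (3.33-fold) were among those higher, and Col4a1 (0.247) and Col6a3 among those lower.

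Genes of the unfolded protein response were lower in Tg7 β-like cells, with 28 of 35 lower and a median of -0.44 (-0.47 to -0.39) at percentile 0, and so were lipid and cholesterol synthesis genes, with 22 of 25 lower (-0.59, percentile 0). Immediate early genes, which respond to stimulation and to tissue dissociation, were lower as well, with 18 of 20 lower and a median of -0.78 (-0.83 to -0.72) at percentile 0. Scaled to all UMIs, these 3 medians lie above 0, at 0.37, 0.22 and 0.027. The ER oxidase gene Ero1lb was 12.2-fold lower, Ddit3 had a ratio of 0.402 and the chaperone gene Hyou1 0.507, while Dnajc3 stood at 1.24. Among lipid genes, Fdps, Srebf1 and Hmgcs1 had ratios of 0.418, 0.421 and 0.478, and Dhcr7 one of 1.56. Nr4a1 was 8.21-fold lower, Fos and Fosb had ratios of 0.376 and 0.350, and Egr1 one of 1.02.

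Other gene groups of β-like cells lay within the middle 95% of random lists, although without integration proliferation genes (0.79, percentile 100) and glycolysis genes (0.32, percentile 98.8) lay above it. Exocytosis genes had a median of -0.12 at percentile 14.3, yet Sytl4, a granule protein gene, had a ratio of 0.0886 and the granin gene Chgb was 5.85-fold higher. Genes of ER translocation and the Golgi (0.020, percentile 61.9), oxidative phosphorylation (-0.044, percentile 40.7), oxidative stress (-0.074, percentile 35.9) and interferon and antigen presentation (-0.17, percentile 13.4) had medians near the random lists, and the last 3 lie above 0 when scaled to all UMIs, as does that for exocytosis. Within them, Prdx4 (5.71-fold), which removes peroxides, was higher, Irf1 had a ratio of 0.342 and the complex I gene Ndufa1 was 2.25-fold higher. Glycolysis and glucose-responsive genes had a median of 0.17 at percentile 94.2, with Txnip, induced by glucose, 1.93-fold higher. Proliferation genes (0.39, percentile 94.2), apoptosis and p53 genes (0.036, percentile 74.8) and calcium and glucose sensing genes (0.015, percentile 69.0) held Cenpf (2.49-fold), Phlda3 (7.73-fold) and Itpr1 (3.74-fold) among their higher members, and Atp2a2, the ER calcium pump gene, at 0.350.

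**Figure D3:**
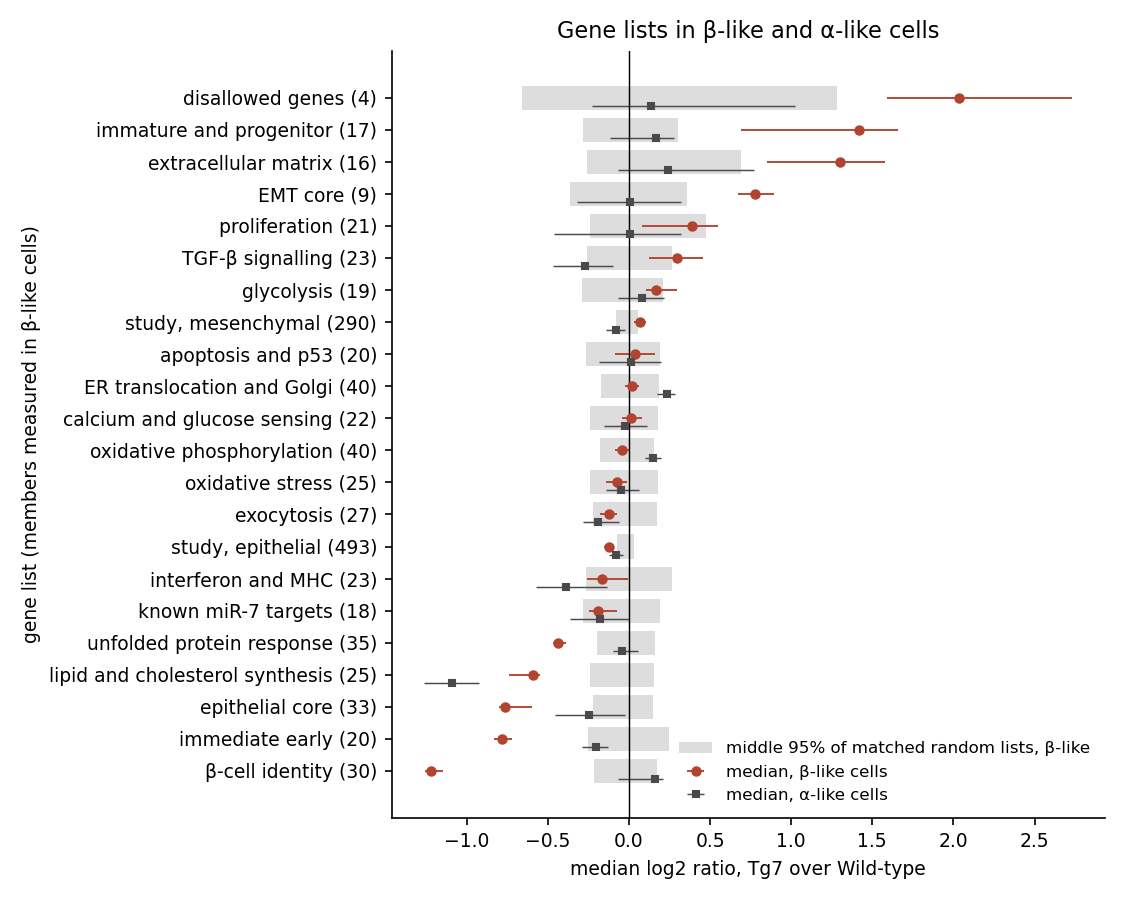
Median log2 ratio of Tg7 over Wild-type per gene list in β-like cells (circles) and α-like cells (squares), with 95% intervals from Poisson redraws of the counts. Grey bars hold the middle 95% of 10000 random lists matched on expression in β-like cells, and the number of measured members stands in brackets. β-cell identity lies lowest at -1.22 and disallowed genes highest at 2.03, over 4 measured of 18 members. Scaling to all UMIs adds 0.81 to every β-like median and bar.

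By size alone, the genes with the lowest ratios in β-like cells were Tmem215 (16 against 2679 UMIs, 256-fold lower, 157 to 448), Sgcz, Olfm4, Msln, Fam151a, Npy, Trpm5 (96.5-fold lower), Col6a3, Cox6a2 (57.4-fold lower) and Adam32. Trpm5 makes a cation channel and Cox6a2 a subunit of the respiratory chain. The 10 with the highest ratios were the haemoglobin genes Hbb-bs, Hba-a2, Hba-a1 and Hbb-bt, then Ptger3, Dlk1, Clmp, Eef1a2, Gpr179 and C1ql3. The haemoglobin UMIs came from 3 Tg7 barcodes, 1 of them with 97.9% haemoglobin, which were grouped with β-like cells. Without these barcodes, a choice made after the data were seen, the 10 highest included Ptger3 (1044 against 1 UMI; ratio 684, 122 to 27033), a prostaglandin E receptor gene, then Dlk1, Clmp, Eef1a2, Gpr179, C1ql3, Moxd1, Rcn3 and the trypsin gene Try5. The globin, trypsin and insulin genes each have near-identical copies, so the split of reads between copies is uncertain. The tdTomato reporter, which the study placed under insulin-driven Cre, was lower in Tg7 β-like cells at 261 against 384 UMIs (0.445, 0.379 to 0.522).

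Markers of other cells were read in β-like cells as a measure of foreign RNA. Markers of α-like, δ-like and γ-like cells were higher in Tg7 β-like cells, with medians of 1.48, 2.46 and 3.11, and β-cell markers lower at -1.64. Acinar (3.09), ductal (1.51) and erythroid (9.06) markers were higher too, while those of stellate cells (-2.02), endothelial cells (-1.14), macrophages (-1.19), pericytes (-0.92, 1 gene) and Schwann cells (-0.50) were lower. B-cell markers had a median of 0.82 over 2 genes, and no marker of T or natural killer cells was measured in this class. Among the acinar markers Try5 had 199 against 1 UMI and Prss2 123 against 9, and among the ductal ones Spp1 had 5419 against 295.

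In α-like cells the gastrin gene Gast had the highest ratio (109 against 4 UMIs, 20.6-fold, 7.82 to 76.9), followed by Spp1 (6.27-fold), Iapp (5.90-fold), Enho and Dapl1. The lowest ratios were those of Fhl2 (0.224), the tissue factor gene F3 (0.243), Creb5, Cldn4 and Ccdc88c. Lipid and cholesterol synthesis genes were lower, with 22 of 23 measured members lower and a median of -1.09 (-1.26 to -0.92) at percentile 0, among them Hmgcs1 (0.324) and Fdps (0.496). Genes of ER translocation and the Golgi were higher, with 33 of 40 higher and a median of 0.24 (0.17 to 0.28) at percentile 100, as were oxidative phosphorylation genes at 0.15 (percentile 99.7). The short epithelial list had a median of -0.25 (percentile 0.675), and interferon and antigen presentation genes one of -0.39 (percentile 0.315). Exocytosis (-0.19, percentile 1.3) and immediate early genes (-0.20, percentile 0.36) lay low too, and β-cell identity genes high (0.16, -0.068 to 0.21, percentile 98.5). Markers of γ-like (0.46), β-like (0.23) and stellate cells (1.59, 2 genes), and 1 gene each of acinar (1.77) and T or natural killer cells (3.18), were also higher in this class, and these values were not separated from them. Scaling to all UMIs lowers every log2 ratio in α-like cells by a shift of -0.12.

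In the δ-like class Gast (448 against 4 UMIs, 69.4-fold, 26.9 to 256), Cartpt (18.0-fold, 8.09 to 49.6) and Serpina7 (5.96-fold) had the highest ratios, and Cox6a2 (0.0659), Cldn4 (0.111, 0.0796 to 0.151) and Ins1 (0.139) the lowest. Lipid synthesis genes (median -0.72, 19 of 23 lower), the short epithelial list (-0.65, 24 of 28 lower) and immediate early genes (-0.49, 17 of 20 lower) lay at percentile 0 here too. So did δ-cell markers (-0.82) and β-cell markers (-0.49), with α-cell markers at -0.38, so these lists were lower along with the markers of the class. The δ-like class is mixed, as 69 of its 83 Tg7 cells and 43 of its 69 Wild-type cells held several hormones. In the 13 Tg7 and 23 Wild-type cells of the class with Sst alone, values added after the data were seen, Gast had 0 and 1 UMIs and Cartpt 0 and 0, so their ratios do not rest on these cells, and the lists were not read in them. Cldn4 had 1 against 43 UMIs there (0.0528, 0.00131 to 0.310).

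Genes with a match to the miR-7 seed in the 3′ UTR, through which the microRNA acts, were lower than other genes in Tg7 β-like cells. The 1599 genes with the 7-mer GTCTTCC had a median log2 ratio lower than that of the 10154 genes without it by a difference of -0.11 (-0.13 to -0.10). Among random gene sets matched on expression and UTR length this lay at percentile 0, and among 15796 7-mers the difference ranked 27 from the lowest. In α-like cells the difference was -0.022 (-0.045 to 0.0086) at percentile 65.3, with rank 9635 of 15393. Of known miR-7 targets, 11 of 18 measured were lower in β-like cells, with a median of -0.19 at percentile 11.4 (0.62 when scaled to all UMIs). The growth factor receptor gene Egfr (0.294), Klf4 (0.479) and Wipf2 (0.641) were among those lower, and Basp1 and Gata6 (2.56-fold higher) among those higher. Of these, Wipf2 turns from lower to higher when scaled to all UMIs. Egfr, Basp1 and Gata6 had 0 matches to GTCTTCC in the 3′ UTRs searched, as did Zdhhc9, Pak1 and Irs2. Scaling moves genes with and without a site alike, so it leaves the difference as it is.

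**Figure D4:**
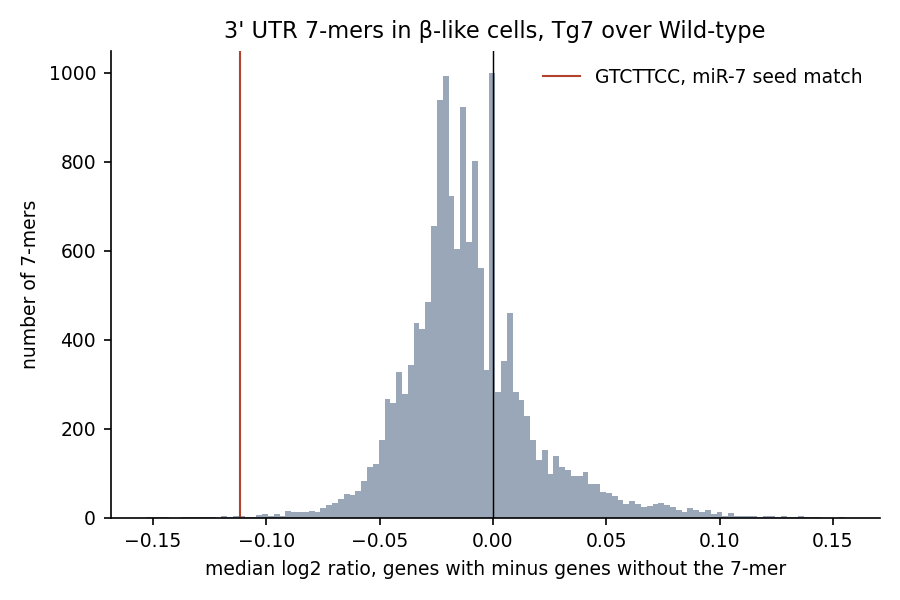
Histogram of the difference in median log2 ratio (Tg7 over Wild-type, β-like cells) between genes with and without each of 15796 7-mers in the 3′ UTR, with the number of 7-mers on the vertical axis. The red line marks GTCTTCC, the match to the miR-7 seed, at -0.11, which is rank 27 from the lowest.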

Values the study reported

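The study reported that the share of a cluster whose cells appeared to express Ins2 together with Gcg or Sst was 3-fold larger in Tg7 than in control islets. It also reported that miR-7 was raised about 3-fold in β-cells of these mice.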

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

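The test of free RNA, the marker value without Ttr and the 3 tests of the EMT list were chosen after the result was seen, and the others were written before their own values, though the counts of cells with several hormones were known by then.

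Gene lists that lay on opposite sides of 0 in β-like and α-like cells, with both intervals excluding 0, were TGF-β signalling at 0.29 (0.12 to 0.46) against -0.27 (-0.47 to -0.099), oxidative phosphorylation at -0.044 (-0.084 to -0.0021) against 0.15 (0.10 to 0.20), and the study's mesenchymal list at 0.069 (0.030 to 0.10) against -0.082 (-0.14 to -0.026). Without integration, where the unnamed cluster of 262 Tg7 cells is left out of the β-like class, the β-like medians were 0.059, 0.092 and -0.016. Without cells that hold several hormones, the median for TGF-β signalling was 0.11 (percentile 86.2). These contrasts therefore depend on which cells are counted as β-like. Scaled to all UMIs the β-like median for oxidative phosphorylation was 0.77 and α-like values shift by -0.12, which puts both above 0. With 1 library per group these differences between cell types were not tested.

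Cells with 2 or more hormones were more frequent in Tg7, and free islet RNA and unequal thresholds are argued against, since Gcg took a median of 0.0193% of UMIs in Tg7 macrophage-like and endothelial-like cells and the Tg7 share was 2.28 times (1.74 to 3.02) the Wild-type share at common thresholds. For insulin with Gcg, a β-cell and an α-cell in 1 droplet may be the source: other α markers per Gcg UMI stood at 0.872 times (0.856 to 0.888) their value in Gcg-only cells, within the range named in advance, and the 56 cells with just these hormones had a median of 40415 UMIs against a sum of 43925 for insulin-only and Gcg-only cells. Against a whole α-cell, they held 3905 Gcg UMIs per cell and Gcg-only cells 7337, and that marker value rests on Ttr, as the other markers (803 of 21403 UMIs) stood at 1.32 (1.22 to 1.42), above the range. A β-cell that took on α-cell genes would raise the same markers, so this biological explanation stays open, and 79 such cells exceed the assumed doublet rate of 0.805%, which leaves undissociated clumps open too. For insulin with Sst the marker value of 1.99 (1.92 to 2.06) lies outside both ranges named in advance. Pairs and cells with both programmes therefore cannot be told apart there, with 14 Sst-only cells to compare. The 66 Tg7 cells with just these hormones had a median of 36581.5 UMIs against a sum of 34458.5 for insulin-only and Sst-only cells. They held 658 Sst UMIs per cell and Sst-only cells 1188. In Wild-type the marker value was 1.13 (1.06 to 1.19) over 19 cells. For insulin with Ppy in Tg7 it was 0.726 (0.588 to 0.883) over 2 markers, a pair whose source was not tested.

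The short EMT list was higher in Tg7 β-like cells, though some of its members are genes the study names. Fewer insulin UMIs, which lift the share of all other genes, do not account for it, since the list lay at percentile 99.9 (99.92) of matched lists. Stellate, endothelial and macrophage RNA is argued against, as 11 of 15 of their markers were lower, with a median of -1.19 (-1.49 to -0.69). Cells with several hormones are not the whole cause, since without them the median was 0.72. RNA of other islet, acinar or ductal cells stays open, since their markers were higher. Their medians were 1.48 for α-cells, 2.46 for δ-cells, 3.11 for γ-cells, 3.09 for acinar and 1.51 for ductal cells. The islet hormones took small shares, though. Gcg took 1.13% of UMIs in Tg7 β-like cells and 39.8% in Tg7 α-like cells. Ppy took 0.652%, against 26.5% in γ-like cells, and Sst 0.0833%, against 2.54% in the mixed δ-like class. Whether such amounts can raise the list was not tested. An action of miR-7 on these genes and other differences between the mice or the preparations stay open too.

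Genes with miR-7 seed matches were lower in Tg7 β-like cells. Expression level and UTR length are argued against, as the percentile among sets matched on expression and UTR length was 0. A difference shared by all islet cells is argued against by the α-like value of -0.022 (-0.045 to 0.0086), whose interval excludes a value as low as that in β-like cells. Direct action of the transgene's microRNA may be one source of this small difference, as an untested hypothesis. These data cannot separate it from other β-cell differences with the same genes. Known miR-7 targets as a list lay within the middle 95% of random lists (median -0.19, percentile 11.4). Its members Zdhhc9, Pak1, Irs2, Egfr, Basp1 and Gata6 had 0 matches to GTCTTCC in the 3′ UTRs searched. All of these but Egfr had ratios above 1. The list is thus no direct test of genes with a seed match.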

How the results depend on the processing

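No paired analysis was possible because each group is 1 library, and for the same reason no library was left out. All alternatives with values here were fixed before the data were examined, except the common hormone thresholds, the Sst-only cells, the haemoglobin-rich barcodes and the rule for naming clusters made without integration, which were added after the data were seen.

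Ins1 and Ins2 stayed below 1 and the β-cell identity list below 0 under each alternative run. With no barcode filter, β-like cells were 60.8% of Tg7 and 56.0% of Wild-type barcodes, and Ins1 and Ins2 had ratios of 0.0533 and 0.338. With the stricter filter, 60.1% of Tg7 cells were β-like, cells with several hormones were 41.5% of Tg7 endocrine cells, and the insulin ratios were 0.0557 and 0.350. The Tg7 threshold for Ppy was 0.122% of UMIs there against 3.06%, with 74 Tg7 cells in the γ-like class, and whether this set the hormone share was not tested.

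Without integration, 44.6% of Tg7 cells were β-like, Ins1 and Ins2 stood at 0.0654 and 0.432, β-cell identity at -1.13, the study's epithelial list at -0.23 and its mesenchymal list at -0.016, the short epithelial list at -0.81, oxidative phosphorylation at 0.092, oxidative stress at 0.046, the β-like minus α-like mesenchymal difference at 0.025 and the seed difference at -0.17. A cluster of 262 Tg7 cells met no name there and was left out of the β-like class. Another cluster, of 54 Tg7 and 65 Wild-type cells, was led by Sst. It met no name either, because its leading genes held 2 δ-cell and 2 ductal markers. No class was thus named δ-like or γ-like, so no share of cells with several hormones is given. Why the values moved was not tested, and the cause was not tested for the other settings unless named. With all variable genes as features, where a cluster of 89 Tg7 and 3 Wild-type cells met no name, the values were 54.7% for the Tg7 β-like share, 19.6% for several hormones in Tg7, 0.0551 and 0.350 for Ins1 and Ins2, -0.15 and 0.025 for the epithelial and mesenchymal lists and -0.13 for the seed difference. At resolution 1, 56.6% of Tg7 cells were β-like and the γ-like class held 120 Tg7 cells.

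A hormone threshold of 0.2 of the class median gave 15.3% of Tg7 and 5.49% of Wild-type cells with several hormones, and 0.05 gave 30.5% of Tg7. Leaving such cells out gave Ins1 and Ins2 ratios of 0.0568 and 0.355, an epithelial list median of -0.16 and a median of all genes of -0.058, with 9 of the 10 lowest and all 10 highest genes shared.

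Scaling to all UMIs multiplies each ratio by 1 factor per class. It gave 0.0959 and 0.601 for Ins1 and Ins2, -0.41 for β-cell identity, 0.68 and 0.88 for the study's epithelial and mesenchymal lists, 1.58 for the EMT list, 0.046 for the short epithelial list, 1.02 for the β-like minus α-like difference and 0.76 for all genes. The other medians that lay above 0 under it were exocytosis 0.69, unfolded protein response 0.37, oxidative phosphorylation 0.77, lipid synthesis 0.22, interferon 0.64, oxidative stress 0.74, immediate early 0.027 and known miR-7 targets 0.62. TMM gave 0.0552 and 0.346 for the insulin genes and -0.041 for all genes, and keeping doublets gave 0.346 for Ins2.

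With a minimum of 5 UMIs, the medians were -1.27 for β-cell identity, -0.054 and 0.10 for the epithelial and mesenchymal lists, 0.95 for the EMT list and 0.20 for the difference. With 100 UMIs, the epithelial and mesenchymal medians were -0.18 and 0.0046. Seed matches of 6 bases gave -0.055. Of the results that answer no comparison by themselves, 180 values under alternatives stayed within their intervals, 10 crossed 0 where the interval had excluded it, each printed above, and 36 others left their intervals. Of these 36, apoptosis genes without integration (-0.11) and calcium and glucose sensing genes with 100 UMIs (-0.052) crossed 0 as well.

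Some lists crossed the edge of the middle 95% of random lists, of which 1000 were drawn per alternative. Without cells that hold several hormones, the medians were 0.30 (percentile 86.0) for extracellular matrix, 0.11 (86.2) for TGF-β signalling, 0.040 (96.8) for the mesenchymal list and 0.058 (80.2) for its β-like minus α-like difference. Without integration they were 0.059 (79.1) for TGF-β signalling, 0.79 (100) for proliferation and 0.32 (98.8) for glycolysis, while the mesenchymal list and its difference stood at percentiles 84.9 and 70.9. With all variable genes, extracellular matrix was at 0.28 (81.4), TGF-β signalling at 0.16 (93.6) and the mesenchymal list at percentile 91.2. The stricter filter put the mesenchymal list at percentile 97.1 and TMM its difference at 97.2. With 5 UMIs extracellular matrix was at 0.61 (95.8), and with 100 UMIs TGF-β signalling was at 0.15 (97.4) and the mesenchymal list at percentile 95. The immature list stayed beyond that edge, at 0.40 (98.8) without cells that hold several hormones and 0.69 (99.9) without integration.

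Depth limits genes such as Zeb2 and Vim, whose UMIs in β-like cells are too few to order the libraries.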

Other observations

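The rank of the miR-7 seed among frequent 7-mers and the counts of haemoglobin-rich barcodes below were taken after the data were seen.

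Hormone genes did not share a direction in Tg7 islet cells. In α-like cells Iapp was 5.90-fold higher, Ppy 2.24-fold, Pyy 2.40-fold and Ins2 2.15-fold higher, while Ins1 had a ratio of 0.653 and Gcg stood at 1.10. Ins1 thus lay below 1 in α-like cells, where insulin UMIs are few. In the δ-like class Sst was lower at 0.580, but in the 13 Tg7 and 23 Wild-type cells with Sst alone it stood at 1.24 (1.22 to 1.27). Those cells were chosen by their Sst share, at thresholds of 0.240% and 0.641% of UMIs, so this value cannot decide the direction of Sst.

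Per cell, the median share of UMIs from Ins1 was 1.26% (quartiles 0.533 and 2.32) in Tg7 β-like cells and 19.2% (16.03 and 21.4) in Wild-type, and that of Ins2 was 25.4% (18.2 and 33.2) and 44.5% (41.2 and 46.8). Ins1 and Ins2 quartiles of the libraries do not overlap. At equal depth Cartpt, a neuropeptide gene, was seen in 21.6% (18.5 to 25.1) of Tg7 and 0.633% (0.131 to 1.84) of Wild-type β-like cells, and in 63.2% and 6.47% unthinned, against 0 of 25 macrophage-like Tg7 cells at equal depth (up to 12.0% with a UMI). For Aldh1a3 the shares were 15.1% (12.3 to 18.1) and 4.43% (2.76 to 6.69), and 48.6% and 18.8% unthinned.

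Among 9418 7-mers present in at least 800 genes, the miR-7 seed match had the lowest value in β-like cells, at -0.11, and the next was -0.080 for TTAGGTT. In α-like cells it ranked 6256 of 9604 7-mers present in at least 610 genes.

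Haemoglobin genes were high in 3 Tg7 barcodes of the β-like class and in 0 of Wild-type, counting barcodes with over 1% haemoglobin UMIs. Without them, Hbb-bs had 4 UMIs in Tg7 β-like cells and 1 in Wild-type.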
